A study of Homo sapiens with 36 samples.

How the data were processed

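RNA was profiled from Jurkat cells, a human T-lymphocyte leukaemia line, that stably expressed dCas9-VP64. This protein is a Cas9 without nuclease activity fused to a transcriptional activator, and a single guide RNA directs it to a promoter (CRISPR activation, CRISPRa). Cells received a lentiviral vector with a guide against RELA (sgRELA) or a control guide (sgControl), which the labels call non-targeting. Per the labels, they were selected with puromycin for 3 days and harvested on day 5, 6 or 7 after transduction, in 3 biological replicates per guide and day. Each guide name stands for 1 guide sequence as far as the labels say, so an effect of the RELA guide and an effect of RELA itself are not separated by the design, and no untransduced cells were analysed here.

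Libraries were made by RamDA-seq, which reverse transcribes total RNA with random displacement amplification and covers full-length transcripts with and without poly(A) tails. Per the labels, each library started from 100 pg of RNA and was sequenced with paired-end reads. The labels give 2 library replicates for each of the 18 RNA samples, 36 libraries in all. Raw counts per gene were deposited by the authors in 1 table, with no normalization per the labels. The labels name no aligner, counting tool, genome build, annotation, strand setting or treatment of reads with several matches. Counts of overlapping genes, of genes on opposite strands at one locus and of near-identical copies are therefore uncertain. The labels mention no molecular identifiers, so floors in counts cover counting error only.

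The table held 74628 Ensembl gene identifiers, of which 21606 had no count in any library. Symbols came from a table of gene names that matched 57693 identifiers. For 17417 of those the listed name was the identifier itself, and the 16935 unmatched genes are also given by identifier. Where coordinates are given, they are those of GENCODE v29 on GRCh38. The build behind the counts is not stated, so they locate the gene and not the counted intervals.

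Groups and replicate numbers were taken from the labels, and all columns of the table were assigned to a sample by the column names that the labels give. The 2 libraries of one RNA sample were not treated as replicates of a condition, and their counts were added. For each day, the 18 sums were fitted in one model with a mean for each of the 6 groups of guide and day. For the comparison across days, counts were added over both libraries and all 3 days per guide and replicate number, which gave 3 sums against 3. Tests used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter with its minimum count of 10, the quasi-likelihood F test and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic. Group levels are given as CPM, counts scaled to a common library size, as mean ± SD over biological replicates. They were scaled with TMM factors, which lay between 0.971 and 1.08 for the 18 sums. RELA was also compared by an exact two-sided permutation test on log2(CPM + 1). The interaction of guide and day was an F test on 2 coefficients. The 2 sets of libraries were compared with the RNA sample as a term in the model.

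Before the data were examined, 3 lists of genes were written: 49 targets of NF-kB, the transcription factor family to which the RELA protein belongs, 42 interferon-stimulated genes and 18 genes near RELA. They were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it. The design foresaw a list of neighbours by coordinates if the build was known; since it is not stated, the list as first written was used. The designs, the alternatives and the rule for naming genes were also fixed before the data were examined. Named were RELA; up to 6 members of each list with adjusted p under 0.05 over the list alone, or the 3 smallest p; up to 5 genes per direction with the smallest p across days, the same sign on all 3 days and no overlap between guides; and up to 3 genes per direction with the smallest p between day 7 and day 5 of sgControl that were called with the same sign in both guides. Other genes are said to have been chosen after their values were seen.

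The method was tested on simulated counts drawn from the means, dispersions and library sizes of 27553 real genes, of which 200 were changed by 0.5 to 3 log2 units. The comparison across days recovered 90.5% of the 200 genes and 4.74% of its calls were false. A single day recovered 73.5%, with 4.55% of calls false, and the recovery of genes changed by 0.5 log2 units was 32% on one day and 72% across days. With no gene changed, the 9 comparisons gave at most 2 calls each. A simulated list of 41 genes shifted by 0.3 gave a camera p of 3.9e-51 and a fry p of 9.4e-05, and an unshifted list 0.677 and 0.707. The simulated genes were drawn independently of each other, so these lists do not test camera on correlated genes.

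Alternatives were DESeq2 1.42.0 as the test, its size factors in edgeR, no filter on low counts, a minimum mean of 50 counts, each library set alone, the 36 libraries as separate samples, fits on the samples of one day or guide only, 18 sums with day terms, a block for the replicate number, and leaving out each replicate. Leaving out 2 libraries with few detected genes was added after the data had been seen.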

Results

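The study measured the transcriptome of Jurkat T cells after CRISPRa of RELA, which encodes the p65 subunit of NF-kB. The 36 RamDA-seq libraries covered 6 groups, sgRELA and sgControl on days 5, 6 and 7, with 3 biological replicates per group and 2 libraries per RNA sample. The total per library ranged from 7586205 to 16124473 counts, with a median of 12052035. It lay between 7586205 and 13671902 in sgControl and between 8822904 and 16124473 in sgRELA. After the 2 libraries of an RNA sample were added, totals were 18769530 to 29503934, and the 6 sums over days held 66933367 to 72971290 counts. Between 25398 and 29057 genes had at least 1 count in a library. Mitochondrial genes took 6.38% to 10.9% of the counts.

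The first question was how much of the spread came from making libraries from 100 pg of RNA. Among 13037 genes with a mean of at least 50 counts, the common coefficient of variation was 23.5% between the 2 libraries of one RNA sample. Between biological replicates it was 25.4% when only the first library of each was used and 20.7% when only the second was used. It fell to 15.9% once both libraries were added. The libraries of one RNA sample therefore differed about as much as single libraries of different biological replicates. Chi-square per degree of freedom between the libraries of one RNA was 11.8 to 81.1 over the 18 RNA samples, so the libraries of each pair differed beyond the counting noise of reads. Without molecular identifiers this does not separate amplification from the sampling of molecules. The median Spearman correlation across genes of log2(CPM + 1) was 0.939 for libraries of one RNA, 0.939 for different replicates of a group, 0.938 between guides on the same day and 0.928 between days within a guide. These correlations are across genes, which are not independent replicates. Comparing the second with the first library set over all RNA samples gave 0 genes of 19434 with adjusted p under 0.05 and 808 with unadjusted p under 0.05. Without a filter on low counts, the alternative that moved this result most, 7 genes were called.

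The 2 libraries with the fewest detected genes were both sgControl: 25398 in library 1 of day 5 replicate 2 and 26526 in library 1 of day 6 replicate 1. Only the second stood apart by the search for gaps. With both RNA samples left out, the coefficient of variation between libraries of one RNA was 21.4%. Both were kept in the main comparisons. Library 2 of sgControl day 7 replicate 2 followed with 26605 detected genes, just short of passing the search, and no alternative left it out on its own.

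In a principal component analysis of the 18 RNA samples, the first component held 12.9% of the variance and separated day 7 from days 5 and 6. The second held 9.88% and separated day 5 from day 6. The third held 6.40% and separated the guides, with scores of 4.16 to 77.6 in sgControl and -48.2 to -6.21 in sgRELA. Its 2 highest scores belonged to the RNA samples of the 2 libraries with the fewest detected genes.

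**Figure D1:**
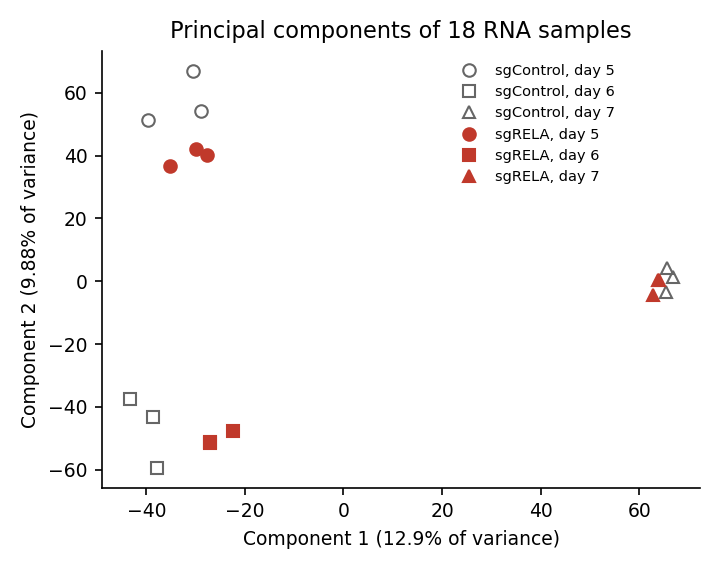
Scores of the 18 RNA samples on the first 2 principal components, with the percent of variance on each axis. Open grey symbols are sgControl and filled red symbols sgRELA; circles are day 5, squares day 6 and triangles day 7. The first component (12.9%) sets day 7 apart and the second (9.88%) parts day 5 from day 6.

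The targeted gene was examined first. RELA (ENSG00000173039) lies on chromosome 11 from 65653596 to 65663094 on the minus strand in GENCODE v29 on GRCh38, where it is a protein-coding gene. Summed over days, RELA had 27.2 ± 2.77 CPM in sgControl and 209.5 ± 12.9 CPM in sgRELA (SD, n = 3 each). The sums behind these values held 1715 to 1982 counts in sgControl and 14097 to 16138 in sgRELA. The log2 fold change was 2.95 ± 0.07 (SE), a 7.72-fold increase, with an adjusted p of 9.39e-17 by edgeR. All 3 sgRELA sums exceeded all 3 sgControl sums, and the exact two-sided permutation test gave p = 0.1, the smallest value that 3 against 3 samples allow. Fitting 18 sums with day terms moved the estimate most, to 2.86, and the highest estimate, 3.02, came from leaving out the 2 libraries with few detected genes.

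RELA was higher in sgRELA on each day. On day 5 it had 33.3 ± 5.27 CPM in sgControl and 293.7 ± 28.2 CPM in sgRELA (SD, n = 3 each), a log2 fold change of 3.14 ± 0.14 (SE). On day 6 the values were 23.96 ± 6.01 and 201.1 ± 19.4 CPM, a log2 fold change of 3.07 ± 0.14. One sgControl library of day 6 stood at 50.8 CPM while the other 5 lay between 19.2 and 22.3, and without it and the other library with few detected genes the day 6 log2 fold change was 3.29. On day 7 the values were 24.7 ± 2.14 and 127.2 ± 8.16 CPM, a log2 fold change of 2.36 ± 0.14. The adjusted p-values by edgeR were 1.08e-15, 2.49e-15 and 7.89e-13 on days 5, 6 and 7. In sgRELA, RELA fell by 0.55 log2 units from day 5 to day 6 (adjusted p 0.00569) and by 1.21 from day 5 to day 7 (adjusted p 6.43e-08). In sgControl it fell by 0.48 (adjusted p 0.0223) and by 0.43 (adjusted p 0.0319). The edgeR test of whether the guide effect on RELA differed between days gave an unadjusted p of 0.000298, and the adjusted p over all 27553 genes was 0.686.

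**Figure D2:**
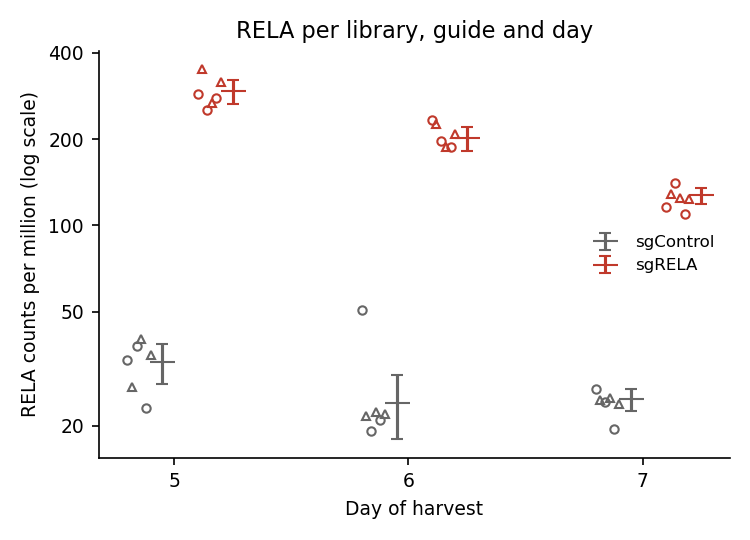
RELA CPM (log axis) against the day of harvest, in grey for sgControl and red for sgRELA. Open circles are library replicate 1 and triangles library replicate 2, scaled by total counts; the cross bars are means with SD over 3 RNA samples, scaled by TMM factors. Every sgRELA library lies above every sgControl library, with means of 293.7, 201.1 and 127.2 CPM in sgRELA on days 5, 6 and 7.

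Across days, 105 of 28888 tested genes differed between guides with adjusted p under 0.05, 70 higher and 35 lower in sgRELA. An unadjusted p under 0.05 was reached by 1947 genes. All 105 genes had the same sign on each of the 3 days and no overlap between the 3 sgRELA and the 3 sgControl sums. The genes were called on these same sums over days, so both properties partly follow from the choice. Of all tested genes 12.3% had no overlap, where chance gives 10%. Of the 105 genes, 27 were higher and 21 lower by more than 1 log2 unit. DESeq2 raised the count most, to 224 genes, 88 of them among the 105. The lowest counts, 42 and 49, came from each library set alone.

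The 5 genes higher in sgRELA with the smallest p were RELA itself, LONRF1, LINC01882, RNPEP and SHOX2. LONRF1 (ENSG00000154359) rose from 21.9 ± 1.78 to 114.2 ± 5.65 CPM (SD, n = 3 each), a log2 fold change of 2.38 ± 0.07 (SE; adjusted p 4.06e-15). LINC01882 (ENSG00000260302), a long non-coding RNA, rose from 79.1 ± 1.56 to 192.5 ± 7.04 CPM, a log2 fold change of 1.28 ± 0.05 (adjusted p 4.37e-13). RNPEP (ENSG00000176393) rose from 36.2 ± 2.06 to 106.1 ± 1.06 CPM, a log2 fold change of 1.55 ± 0.06 (adjusted p 7.61e-13). SHOX2 (ENSG00000168779) rose from 0.368 ± 0.157 to 12.6 ± 1.30 CPM, with 14 to 35 counts per sgControl sum, and its log2 fold change was 5.09 ± 0.25 (adjusted p 2.16e-11).

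The 5 genes lower in sgRELA with the smallest p were CBARP, CBARP-DT, ENSG00000287526, ENSG00000309897 and MCAM. CBARP (ENSG00000099625) lies on chromosome 19 from 1228287 to 1238027 on the minus strand in GENCODE v29, and CBARP-DT (ENSG00000267778), a non-coding RNA on the plus strand, lies beside it from 1238179 to 1239522. CBARP had 39.4 ± 6.17 CPM in sgControl and 1.43 ± 0.137 CPM in sgRELA (SD, n = 3 each), which was 27.6-fold lower, with a log2 fold change of -4.78 ± 0.14 (SE; adjusted p 3.81e-15). CBARP-DT had 17.7 ± 1.15 and 0.336 ± 0.108 CPM and a log2 fold change of -5.71 ± 0.21 (adjusted p 1.4e-13). ENSG00000287526 had 598 to 827 counts per sgControl sum and 0 to 2 per sgRELA sum, at or under the floor of 3 counts, so it was at least 236.8-fold lower (adjusted p 1.51e-12). ENSG00000309897 had 118 to 218 counts per sgControl sum and 4 to 8 per sgRELA sum, a log2 fold change of -5.06 ± 0.44 (adjusted p 3.43e-07), and was not called on day 7 (log2 fold change -3.67, adjusted p 0.182). MCAM (ENSG00000076706) fell from 31.4 ± 1.28 to 14.2 ± 1.60 CPM, a log2 fold change of -1.14 ± 0.10 (adjusted p 5.86e-07), and was also not called on day 7 (log2 fold change -0.73, adjusted p 0.301). The counts do not tell on which strand reads at the CBARP locus arose, since the strand setting is not stated.

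On single days fewer genes passed. Of 27553 tested genes, 38 were called on day 5 (28 higher, 10 lower), 59 on day 6 (42 higher, 17 lower) and 25 on day 7 (18 higher, 7 lower). Unadjusted p was under 0.05 for 1641, 1672 and 1290 genes. DESeq2 called 73, 126 and 53 genes, and the first library set alone 15, 15 and 13. In all, 72 genes were called on at least 1 day and 18 on all 3 days, 13 higher and 5 lower. Days 5 and 6 shared 29 genes, days 5 and 7 shared 19 and days 6 and 7 shared 20. Each shared gene had the same sign on both days, and chance alone gives under 0.1 shared genes per pair. The days use separate libraries, but the labels do not say whether they share transductions. Across all genes, however, the log2 fold changes of different days were close to unrelated, with Pearson correlations of 0.06, 0.04 and 0.04.

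The guide effect differed between days for 1 gene by the interaction test, LINC01882 (adjusted p 0.0199), with log2 fold changes of 1.34 ± 0.09, 1.78 ± 0.09 and 0.94 ± 0.09 (SE) on days 5, 6 and 7. Unadjusted p was under 0.05 for 1291 genes. LINC01882 lost its call when either library set was used alone and in 5 of the 6 fits that each left out one replicate, and its adjusted p ranged from 6.09e-09 to 1 over the alternatives. Without a filter on low counts, the alternative that moved the count most, 24 genes were called.

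**Figure D3:**
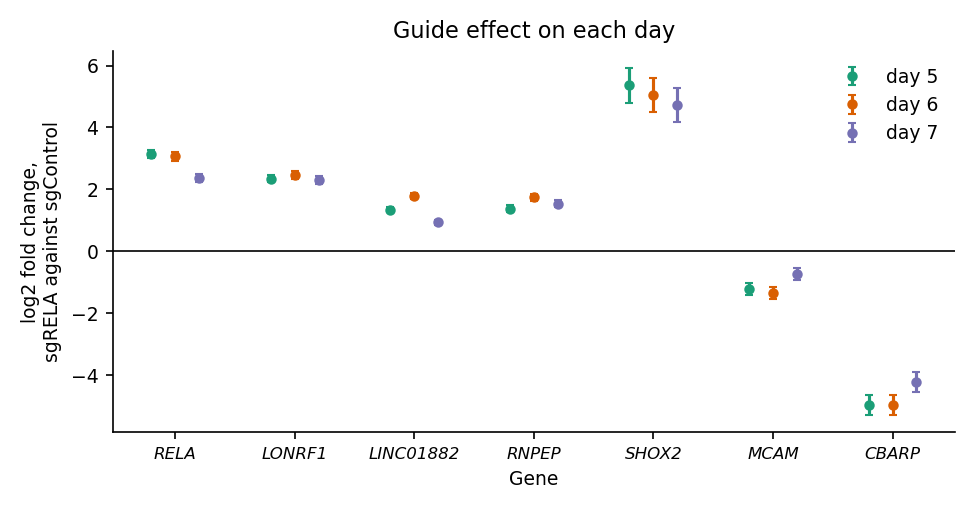
log2 fold change of sgRELA against sgControl on day 5 (green), day 6 (orange) and day 7 (purple) for RELA and 6 other named genes; bars are standard errors from a fit on 3 RNA samples per group. RELA falls from 3.14 on day 5 to 2.36 on day 7, whereas LONRF1 stays between 2.30 and 2.45.

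The lists written before the data were examined ask whether targets of NF-kB moved with RELA. Of the 49 NF-kB targets 41 were tested across days. Their median log2 fold change was 0.23, 32 of 41 were higher in sgRELA, and the camera p was 2.77e-15. With the correlation estimated from the data, which was 0.038, the camera p was 0.00411, and the fry p was 0.00176. Over all genes tested 4 members were called, and 6 were called when adjusted over the list alone. These were TNFAIP3 (log2 fold change 0.81 ± 0.06, SE), NFKBIA (1.19 ± 0.12), RELB (2.12 ± 0.22), LTB (3.62 ± 0.69), NFKB1 (0.35 ± 0.08) and FAS (0.42 ± 0.13). Adjusted over all genes, NFKB1 (0.0506) and FAS (0.271) did not pass. LTB had 1 to 9 counts per sgControl sum and 53 to 70 per sgRELA sum, and lost its call with either library set alone and in 4 of the 6 fits that each left out one replicate. DESeq2 gave it no adjusted p. On single days the list's median was 0.16, 0.30 and 0.11 on days 5, 6 and 7 over 40 tested members, with fry p-values of 0.000769, 0.000104 and 0.0101. Across days the median was lowest, 0.11, with the second library set alone and highest, 0.28, without a filter on low counts.

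Of 42 interferon-stimulated genes 40 were tested. Their median log2 fold change was 0.10 and 33 were higher in sgRELA. The camera p was 0.000284, the fry p 0.00995 and the camera p with the correlation estimated 0.0469. No member was called over all genes or when adjusted over the list alone, and the 3 smallest p belonged to IFIT3 (log2 fold change 0.77 ± 0.23, SE, adjusted over the list alone 0.124), OAS2 (0.44 ± 0.14, 0.124) and TRIM22 (0.70 ± 0.26, 0.182). Adjusted over the 6 list tests, the estimated-correlation p was 0.0563.

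Genes near RELA were examined because CRISPRa acts on chromatin around the guide. Of 18 listed neighbours 15 were tested, with a median log2 fold change of 0.07 and 10 higher in sgRELA. The camera p was 0.00102 and the fry p 0.0387, but the camera p with the correlation estimated was 0.0963. Over all genes 1 neighbour was called, and 3 were called when adjusted over the list alone. They were RELA-DT (log2 fold change 1.25 ± 0.19, SE), MAP3K11 (0.33 ± 0.08) and SIPA1 (0.25 ± 0.08). RELA-DT lies on the opposite strand and overlaps RELA by 9 bases in GENCODE v29. Its log2 fold change was 1.11, 0.93 and 1.87 on days 5, 6 and 7, and it was called on day 7 alone (adjusted p 0.0048). ENSG00000306723, chosen after its values were seen, stands next to RELA in the table and had a log2 fold change of 1.75 ± 0.27. It is not in GENCODE v29, so its overlap with RELA is not known here.

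The day of harvest moved many more genes than the guide. In sgControl, 2445 genes differed between day 6 and day 5 (907 higher, 1538 lower) and 3585 between day 7 and day 5 (1832 higher, 1753 lower). In sgRELA, the counts were 1904 (708 higher, 1196 lower) and 3420 (1749 higher, 1671 lower). Between day 6 and day 5 of sgRELA the first library set alone called 196 genes and DESeq2 2883. The guides use separate libraries, and their day effects overlapped. Between day 6 and day 5 both guides shared 1185 called genes, all with the same sign, where 169.0 shared genes are expected by chance. Between day 7 and day 5 they shared 2235, of which 2234 had the same sign, against 445.0 by chance. All samples of one day were harvested at one time point after transduction, and the labels do not say whether days were also processed in separate batches, so effects of day and batch are not separated.

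**Figure D4:**
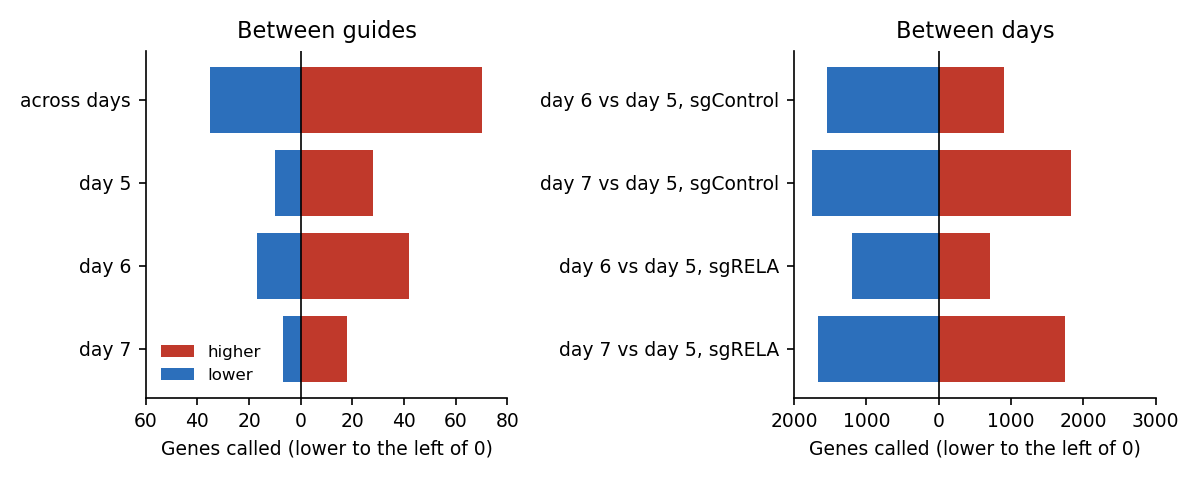
Number of genes with adjusted p under 0.05 in each comparison, with higher genes in red to the right of 0 and lower genes in blue to the left. The left panel holds sgRELA against sgControl across days (70 higher, 35 lower) and per day; the right panel holds days 6 and 7 against day 5 within each guide, on a scale that reaches 1832 higher genes.

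The genes named between day 7 and day 5 had the smallest p in sgControl among those called with the same sign in both guides, so their shared direction follows from the choice. MT-ND2 rose from 747.6 ± 85.0 to 1640 ± 58.6 CPM in sgControl (SD, n = 3 each), a log2 fold change of 1.13 ± 0.07 (SE; adjusted p 3.29e-12), and by 1.07 ± 0.07 in sgRELA. VANGL1 rose by 1.33 ± 0.09 in sgControl and 1.19 ± 0.08 in sgRELA. HSPA8 rose by 0.90 ± 0.06 and 0.91 ± 0.06, after it fell by 0.42 ± 0.06 on day 6 in sgControl. DNAJB1 changed by -2.34 ± 0.12 in sgControl and -2.16 ± 0.12 in sgRELA. SLC7A11 changed from 91.5 ± 15.9 to 10.1 ± 2.12 CPM in sgControl, a log2 fold change of -3.18 ± 0.17 (adjusted p 7.05e-14), and by -2.83 ± 0.16 in sgRELA. ALDOC changed by -1.98 ± 0.12 and -1.91 ± 0.12. The level of MT-ND2 is uncertain where reads also match nuclear copies, since the treatment of reads with several matches is not stated.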

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

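The tests in this part were chosen after the results they address were seen. Each of the 6 groups of 6 libraries was searched for a library far from the others in total counts, detected genes, mitochondrial share and RELA level, by the gap of the extreme library to its nearest neighbour over the group's range. Of 24 such searches 4 passed, where chance gives about 1 in 20. The 6 libraries of a group come from 3 RNA samples and are not fully independent. Of the 4, 3 concern the same library.

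Library 1 of sgControl day 6 replicate 1 held 26526 detected genes, against 28174 to 28609 in the other 5 libraries of its group. It also had the smallest total, 7586205 counts. Lower depth does not account for it: the other 5 libraries, thinned to the same total, still showed 27460 to 27753 genes. Library 1 of sgControl day 5 replicate 2, which did not pass the search for gaps (0.579 of the range, against 0.791 for the library of day 6), had 25398 detected genes, and the other 5 of its group, thinned to its total, showed 26463 to 27464. Poor RNA is argued against by the second library of each of these RNA samples, which had 27600 and 28345 detected genes. A loss of molecules while these 2 libraries were made may explain the pattern and stays open; no biological explanation applies to libraries of the same RNA.

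The same day 6 library had RELA at 50.8 CPM, where the other 5 sgControl libraries of day 6 lay between 19.2 and 22.3 CPM. Mixing with sgRELA material would need a share of 15.96% to give this level. The 12 other genes more than 2 log2 units higher in sgRELA imply a share of -4.94%, within the range of -6.92% to 10.1% that the other 5 libraries give, and at most 2.96% when any 1 of the 12 is left out. The library held 123 counts of these genes against 322.1 expected at the share from RELA, so mixing does not account for it. Among 4853 genes of a like level, 6.00% lay as far above the other libraries as RELA did (1.26 log2 units). Uneven amplification in this library may therefore explain it and stays open, since 1 library cannot decide. The second library of that RNA, at 21.6 CPM, gave no such excess, which argues against a difference in the RNA.

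The mitochondrial share was 7.10% in the same library, against 9.15% in the other library of its RNA and at most 9.36% in its group, and 7.91% in library 1 of sgRELA day 6 replicate 1, against 9.28% to 10.0%. Both are the first library of a day 6 replicate 1. Mixing with material of day 5 or day 7, where the share was lower in most libraries, would need at least 87.5% of day 5 or 86.3% of day 7 material in these libraries. Nuclear genes that changed between the days by over 1 log2 unit in the other guide gave the share of such material. It was at most -0.415% for day 5, against -4.68% to 12.98% in the other day 6 libraries, and at most 1.05% for day 7, against -1.33% to 3.75%. Both argue against mixing as the cause. The sgControl library lay at -22.4% for day 5 and at -2.53% for day 7. Both values were outside the range of the others and pointed away from these days. A step of library making shared by the first libraries of this replicate may be the cause and was not tested. No biological explanation was tested.

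LINC01882 was the 1 gene whose guide effect differed between days by the interaction test (adjusted p 0.0199), with log2 fold changes of 1.34, 1.78 and 0.94 on days 5, 6 and 7. The real split of the 6 units of guide and replicate number was 1 of 10 splits with as many genes, and 10 splits cannot give a smaller share. The libraries with few detected genes were not its source, since the adjusted p without them was 0.00286. Noise of library making stays open. Both library sets gave the same order of days, 1.42, 1.80 and 1.05 in the first and 1.26, 1.76 and 0.84 in the second, and the larger of the 2 unadjusted interaction p-values was 0.00944. However, the gene was picked from the sum of these sets, so the shared order is partly set by the choice. Adjusted over all genes neither set passes, and over all alternatives the adjusted p ranged from 6.09e-09 to 1. A dependence of this locus on the guide and the day after transduction remains a hypothesis. Harvest batches, which the labels do not describe, stay open for it.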

How the results depend on the processing

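None of the counts, list tests and genes of the naming rule changed direction under the alternatives of this part. MT-RNR1 between day 7 and day 5 of sgControl, named among the other observations, did, from -0.08 to 0.47 with library set 2 alone, 0.13 without sgControl replicate 1 and 0.05 without the 2 libraries with few detected genes. The log2 fold change of RELA passed in each fit and lay between 2.86 and 3.02 across days over the alternatives other than leaving out replicates, and between 2.87 and 3.01 over the 6 fits that each left out one replicate. Counts of genes moved more. Counts, list tests and the log2 fold changes of RELA were tallied together. Of these, 247 values kept their side of the threshold or stayed within 1.5 times of the count. A further 54 counts moved by more than that and 2 list tests weakened. For the other named genes, 470 values kept their side, 8 became weaker and 12 stronger. Of the 8, 6 concern LTB and 2 RELA-DT; of the 12, 7 concern NFKB1, 4 MAP3K11 and 1 FAS.

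DESeq2 called 224 genes across days, 73 on day 5, 126 on day 6, 53 on day 7, 2883 between day 6 and day 5 of sgRELA, and 12 in the interaction. With no filter on low counts the numbers were 221 across days, 68 on day 5, 55 on day 7, 24 in the interaction and 7 between library sets. The cause was not tested for these. DESeq2 gave LTB no adjusted p, so that setting has no result for it.

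Using 1 library per RNA sample lowered most counts, since it leaves fewer counts and more library noise. Library set 1 alone gave 42 genes across days, 15 on day 5, 15 on day 6, 13 on day 7, 430 and 820 for days 6 and 7 against day 5 in sgControl, 196 and 669 in sgRELA, and 0 in the interaction. Library set 2 alone gave 49 across days, 22 on day 5, 35 on day 6, 1374 between day 6 and day 5 of sgControl, 1183 and 2222 for days 6 and 7 in sgRELA, and 0 in the interaction. The gap between the sets may come from the 2 libraries with few detected genes, both of which are in set 1. With their RNA samples left out of both sets, set 1 called 953 genes between day 6 and day 5 of sgRELA and set 2 called 1122. A fit on the 6 sums of day 6 alone called 34 genes, as fewer samples and genes enter it.

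Leaving out one replicate gave 66 to 79 genes across days, 24 to 35 on day 5, 34 to 71 on day 6 and 0 to 2 in the interaction. Between days 6 and 5 it gave 1395 to 2056 genes in sgControl and 813 to 957 in sgRELA, and between days 7 and 5 it gave 2304 to 2638 and 1825 to 1905. These fits hold fewer samples. Across days the count fell by over 1.5 times without sgControl replicate 3 (67 genes) and without any of the 3 sgRELA replicates (66 to 69). Where the interaction gave 0 genes, in 7 fits, 931 to 1696 genes had an unadjusted p under 0.05.

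The list of RELA neighbours weakened when the correlation was estimated (camera p 0.0963, median 0.0699) and with library set 1 alone (camera p 0.599, median 0.0119). Leaving out the 2 libraries with few detected genes, chosen after seeing the data, gave 98 genes across days, of which 86 were among the 105, and 3 genes in the interaction.

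Replicate numbers are shared by the groups. The labels do not say whether a number follows one transduction through the days. No pairing by number was seen, but noise of library making could hide it, so pairing stays open. Deviations from group means of same-numbered samples correlated between -0.010 and 0.059 between guides and between -0.110 and 0.044 between days, and 0 of these pairs exceeded 0.1. With the replicate block, 124 genes were called across days, 99 of them among the 105, and 0 in the interaction, where LINC01882 had an adjusted p of 0.107; NFKB1 passed with an adjusted p of 0.0353. Among the genes of the naming rule it changed no other call.

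The real grouping was compared with other splits of the same samples, 10 for each comparison of 3 against 3, of which 1 is the real one. In each of the 8 comparisons between guides or days, 1 of the 10 splits, the real one, gave as many genes, and the highest count among the other splits was 4. Since 10 splits cannot give a share under 0.1, the splits alone cannot exclude that chance grouped the samples. Calls shared between the guides, which use separate libraries, argue against it for the comparisons between days. Between day 7 and day 5 the guides shared 2235 genes, against 445.0 by chance, and between day 6 and day 5 they shared 1185, against 169.0. Pairs of days shared 29, 19 and 20 guide genes, against 0.08, 0.03 and 0.05 by chance. These days use separate libraries, which argues against noise of library making as the source. Whether the days share transductions is not stated, so a chance difference between the transduced populations stays open for single days. The comparison across days uses the same libraries, so the shared calls do not cover it. For the library sets, 8 of 25 assignments of the 2 libraries within RNA samples, the real one included, gave at least the 808 genes with unadjusted p under 0.05, so the 2 sets did not differ beyond chance.

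In simulated data a single day recovered 32% of genes changed by 0.5 log2 units, so an effect of that size can be missed on one day. The changed genes all had a mean of at least 50 counts, so recovery of genes with fewer counts was not tested. Recovery was not split by expression level. Folds of genes with 3 counts or fewer in every sum of a guide are lower bounds.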

Other observations

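The tests in this part were chosen after the patterns were seen on the same data, so what follows are hypotheses. Genes named here other than those of the report were chosen after their values were seen.

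Genes that differed between guides often stood next to each other. The order of genes in the table follows the genome: of consecutive genes found in GENCODE v29, 100.0% were on one chromosome, and 98.2% of those were in order of their start. Among the 35 genes lower in sgRELA, 7 pairs were adjacent among tested genes. They were ENSG00000309897 with ENSG00000309915 and the latter with LINC02324; MYO1E with LDHAL6B and the latter with FAM81A; CBARP with CBARP-DT; and ENSG00000287526 with RPS4XP23 and the latter with RPS4XP20. In 10000 random sets matched on mean expression the mean was 0.0414 pairs and the highest 2, a share of 0.0001, the smallest these sets can give. Among the 70 higher genes there were also 7 pairs, with RNPEP, ELF3-AS1 and ELF3, with ENSG00000306723, RELA and RELA-DT, and with LINC01882 and PTPN2 among them; random sets reached at most 4, again a share of 0.0001. Neighbours called together in any comparison would be a general feature of called genes, but as many genes with the smallest p per direction in the comparisons between days held fewer pairs, at most 1 among 35 genes and 3 among 70. Reads shared by overlapping genes stay open. Of the 7 lower pairs, 4 have both genes in GENCODE v29 and 1 of these overlaps (MYO1E with LDHAL6B). MYO1E, which ends at 59372900 on chromosome 15, also overlaps FAM81A, which starts at 59372693, though they do not form an adjacent pair. Of the 7 higher pairs, 4 have both genes there and 3 of these overlap (RNPEP with ELF3-AS1, ELF3-AS1 with ELF3, and RELA with RELA-DT by 9 bases). The strand setting is not stated, and transcripts can run from one gene into the next. RPS4XP23 and RPS4XP20 are pseudogenes whose reads may be shared with other copies. Local effects of a guide on several genes at a locus are a candidate explanation that these counts cannot test without the guide sequences, which were not used here.

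The genes more than 1 log2 unit lower in sgRELA, 21 in all, include transcripts that were near-absent in sgRELA and present in sgControl. The libraries with few detected genes, both sgControl, were not their source, since 19 of the 21 were still called lower without them. Other cells in the sgControl samples stay open: of the 7 genes of at least 1 CPM in sgControl with under 0.1 of it in sgRELA, the highest, CBARP, had 39.5 CPM, which a small share of other cells could give, and no markers of other cell types were tested. A candidate explanation is that the control guide itself activated some loci. Such activation might wane with time. In sgControl the 21 genes had a median log2 change of -0.78 from day 5 to day 7, and 15 of 21 were lower. Of 10000 random sets matched on mean expression, 0.03% had a median as low. Several of the 21 are neighbours, such as CBARP and CBARP-DT, so they are not independent, and the sets were not matched for this. Only MCAM (adjusted p 5.39e-05), CBARP (0.00199) and CBARP-DT (0.00327) were called lower by edgeR. Without the libraries with few detected genes the median was -0.77. Day 6, looked at after these values were seen, decides nothing: the median was 0.14, and the genes went both ways, 13 higher and 8 lower than on day 5. When the fall began is thus not known, and waning activation stays open. In the other direction, the 26 genes more than 1 log2 unit higher in sgRELA, RELA excluded, had a median of -0.40 from day 5 to day 7 in sgRELA, as low as 0.1% of random sets, and of -0.07 in sgControl, as low as 32.4% of them. These 26 also include neighbours, such as ELF3-AS1 and ELF3. The alternative, repression that follows the level of RELA, would let the genes rise in sgRELA as RELA falls. Only 7 of the 21 were above 3 counts in all sgRELA samples of days 5 and 7. Their median change there was -0.43, but they went both ways, 2 higher and 5 lower. MYO1E rose in sgRELA by 0.85 (adjusted p 0.00023; interaction p 4.73e-05 unadjusted and 0.431 adjusted), as such repression would give, while MCAM fell by 0.65 (adjusted p 0.0184). Repression that follows RELA thus cannot be told apart from its absence for these genes. Differences between the transduced populations that arose before harvest also stay open and were not tested.

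The effect of the guide on RELA was smaller on day 7, and one technical reading is that cells without the guide made up more of the sample by then. Such dilution would lower every guide effect, taken as the fold minus 1, by the same share. RELA kept 52.9% of its day 5 effect on day 7. The comparison used the 16 other genes more than 1 log2 unit higher in sgRELA across days that had over 3 counts in every sgControl sample of days 5 and 7. They kept a median of 82.5%, from 23.8% to 355.3%, and 13 of 16 kept more than RELA. The median exceeded the share of RELA by 6.48 to 57.6 percentage points (95% interval over 13 loci and the error of RELA). This argues against dilution as the whole cause, provided that the effects on the other genes within a cell did not grow over these days, which was not tested. NFKBIA (47.2%), ENSG00000295359 (42.8%) and ENSG00000306723 (23.8%) kept less than RELA, so a part played by dilution stays open.

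Transcripts of heat shock proteins and other chaperones were lower on later days. Of 18 chaperone genes listed after the first of them had been seen, all were lower on day 6 than on day 5 in sgControl, 15 of them called, with a median log2 change of -1.18. The median was -1.18 without the libraries with few detected genes, which argues against these as the source. In sgRELA it was -1.34, with 17 of 18 lower. On day 7 the list split: 8 were called lower and 6 higher in sgControl, where DNAJB1 stood at -2.34 and DNAJA1 at 1.09. HSPA1A and HSPA1B are near-identical, so their counts may be shared. Both guides moved alike, as a difference between harvests or in handling would do, and as a change with time after transduction and puromycin selection would do. These cannot be told apart, since the labels do not say whether days were also processed in separate batches.

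Mitochondrial transcripts did not move together from day 5 to day 7. Of 15 mRNAs and rRNAs, 8 were called higher in both guides, MT-ND2 most of them in sgControl. The 15 had a median log2 change of 0.42 in sgControl and 0.36 in sgRELA. MT-CO1 was the 1 transcript called lower in both guides (-0.36 in sgControl, -0.44 in sgRELA), and its change lay between -0.38 and -0.32 in sgControl and between -0.49 and -0.40 in sgRELA over 13 alternatives each. It kept its call in 12 and 13 of these. A general rise of the mitochondrial share is argued against by this transcript and by the share itself. In sgControl libraries the share was 6.38% to 10.9% on day 5 and 7.35% to 7.93% on day 7. Without the library at 10.9%, day 5 of sgControl reached 8.40%. In sgRELA libraries the share was 6.90% to 8.25% on day 5 and 7.33% to 7.95% on day 7. The rRNAs decide nothing: MT-RNR1 and MT-RNR2 stood at -0.08 and -0.32 in sgControl and at 0.07 and -0.10 in sgRELA. One sgControl library of day 5 replicate 1 had 7.57% mitochondrial rRNA, and without that replicate the sgControl values were 0.13 and -0.10. Unequal coverage of mitochondrial transcripts by random priming was not tested.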
